# SOX4 and RELA Function as Transcriptional Partners to Regulate the Expression of TNF- Responsive Genes in Fibroblast-Like Synoviocytes

**DOI:** 10.3389/fimmu.2022.789349

**Published:** 2022-04-22

**Authors:** Kyle Jones, Sergio Ramirez-Perez, Sean Niu, Umesh Gangishetti, Hicham Drissi, Pallavi Bhattaram

**Keywords:** NF-kappaB, SOX4 transcription factor, RelA/p65, synovial fibroblasts (FLS), TNF, rheumatoid arthritis

## Abstract

SOX4 belongs to the group C of the SOX transcription factor family. It is a critical mediator of tumor necrosis factor alpha (TNF)-induced transformation of fibroblast-like s-ynoviocytes (FLS) in arthritis. In this study we investigated the genome wide association between the DNA binding and transcriptional activities of SOX4 and the NF-kappaB signaling transcription factor RELA/p65 downstream of TNF signaling. We used ChIP-seq assays in mouse FLS to compare the global DNA binding profiles of SOX4 and RELA. RNA-seq of TNF-induced wildtype and *SoxC*-knockout FLS was used to identify the SOX4-dependent and independent aspects of the TNF-regulated transcriptome. We found that SOX4 and RELA physically interact with each other on the chromatin. Interestingly, ChIP-seq assays revealed that 70.4% of SOX4 peak summits were within 50bp of the RELA peak summits suggesting that both proteins bind in close-proximity on regulatory sequences, enabling them to co-operatively regulate gene expression. By integrating the ChIP-seq results with RNA-seq from *SoxC*-knockout FLS we identified a set of TNF-responsive genes that are targets of the RELA-SOX4 transcriptional complex. These TNF-responsive and RELA-SOX4-depenedent genes included inflammation mediators, histone remodeling enzymes and components of the AP-1 signaling pathway. We also identified an autoregulatory mode of *SoxC* gene expression that involves a TNF-mediated switch from RELA binding to SOX4 binding in the 3’ UTR of *Sox4* and *Sox11* genes. In conclusion, our results show that SOX4 and RELA together orchestrate a multimodal regulation of gene expression downstream of TNF signaling. Their interdependent activities play a pivotal role in the transformation of FLS in arthritis and in the inflammatory pathology of diverse tissues where RELA and SOX4 are co-expressed.

## Introduction

Fibroblast-like synoviocytes (FLS) are cells that reside in the synovial lining of joints. During homeostasis, FLS maintain the composition of synovial fluid, produce joint lubricating and cartilage protecting proteins. However, during arthritic diseases they undergo epigenetic changes and transform into pathological cells (1). The transformed FLS are a major source of inflammatory cytokines and catabolic enzymes that promote joint degeneration in autoimmune forms of arthritis such as rheumatoid arthritis (RA), juvenile arthritis, and psoriatic arthritis (1, 2). Among the various signaling pathways that drive FLS transformation, NF-kappaB (NF-κB) signaling downstream of Tumor necrosis factor (TNF)-alpha plays a critical role in joint degeneration by driving a wide range of cellular and molecular changes leading to synovial hyperplasia, cartilage degeneration and bone loss (3, 4). Importantly, the genomic and transcriptomic responses of the FLS from TNF-driven arthritis mouse model are largely comparable to the responses FLS from human RA patients (5, 6). RELA/p65 is the transcription factor that mediates gene expression changes induced by the canonical NF-κB signaling pathway (7). Increase in RELA/p65 protein level and activity were reported in the inflamed synovium of osteoarthritis (OA) and RA patients (8, 9). While p50 is a critical co-factor of RELA for the activation of canonical pathway (10), RELA was also shown to interact with other partners such as p300 acetyl transferase, E2F transcription factor 1(E2F1), Activator Protein 1 (AP1) family in a context dependent manner to activate pro-inflammatory gene expression in a variety of tissues and cells (11–13). In a previous study we showed that, simultaneous conditional deletion of the *SoxC* family (SRY-related HMG-box; Group C) of genes in the FLS inhibits synovitis and articular cartilage degeneration in TNF-induced arthritis in mice (14). The goal of this study is to understand the mechanisms underlying the interaction between TNF and its major transcriptional mediator, RELA/p65 with the SOXC family transcription factors and to determine if SOXC proteins act as transcriptional partners of RELA to promote TNF-induced pathological behavior of the FLS.

SOX4, SOX11, and SOX12 form group C of the SOX family of transcription factors (15). Studies from mouse development, showed that *Sox4*, *Sox11* and *Sox12* are co-expressed in various types of progenitor cells, and act largely in redundancy to determine the behavior and survival of the progenitor cells (15, 16). The SOXC proteins possess a highly conserved DNA binding high mobility group (HMG)-box domain, which enables them to bind to similar SOX binding motifs on DNA. However, they possess divergent transactivation domains in their C-terminus, which confers the highest transactivation potential to SOX11, followed by SOX4. SOX12 possess the weakest transactivation domain (17). As a result, knockout of *Sox12* alone does not affect embryonic development (16, 18). We therefore focused on SOX4 and SOX11 in this study. SOX4 is recognized as a master regulator of cell proliferation and metastasis in several cancer types, while SOX11 recognized as a poor prognosis marker in lymphoma and breast cancer subtypes (19, 20). We previously identified that SOXC proteins, SOX4 and SOX11 play a critical role in inflammation-induced pathological behavior of FLS in osteoarthritis (OA) and RA (14). In addition, *Sox4* and *Sox11* overexpression causes articular cartilage degeneration associated with increased expression of ADAMTS4 and ADAMTS5 (21). At the molecular level, SOXC proteins are highly unstable. They are rapidly degraded under basal conditions but are robustly stabilized upon stimulation with proinflammatory cytokines such as TNF, IL-1 and IL-6 (14). In the current study we used genome wide approaches to uncover the interactions between SOX4 and RELA/p65, downstream of TNF signaling. We thus obtained an in depth understanding of the role and mechanisms underlying the activation of the TNF/SOXC molecular axis in FLS transformation.

## Materials and Methods

### Mice and FLS Preparation

All animal experiments were approved and carried out in accordance with the guidelines by the institutional care and use committee (IACUC) at Emory University. FLS were prepared either from wild type or *Sox4^fl/fl^11^fl/fl^12^fl/fl^* (*SoxC* ^fl/fl^) mice according to a well-established protocol (5, 22). Briefly, fore limbs were separated at the radiocarpal joint while hind limbs were separated at the tibiotalar joint. Skin and nail were removed carefully, and phalanges were separated as to keep the interphalangeal and metacarpophalangeal joints intact. This was followed by a first Collagenase IV (Sigma-Aldrich, 2mg/mL for 30 min) digestion of the isolated joints to remove skin fibroblasts and other surface cells. A second digestion with Collagenase IV (1mg/mL for 2h) was carried out to digest the synovium covering the phalangeal joints. The digests were filtered in a 50-micron cell strainer to remove the undigested bones and debris. The resulting cell suspension containing >90% FLS were cultured in DMEM with 10% fetal bovine serum (Corning) and 1% penicillin/streptomycin for a period of 16h, followed by washing with PBS and changing cell culture medium to remove unattached and dead cells. Upon reaching confluency, the FLS were sub-cultured and utilized between passage 3.

### RNA-seq

RNA-seq was performed in triplicates of independent preparations of FLS. SoxC^fl/fl^ FLS at passage 3 were infected with AdCMV5eGFP (control) or AdCMV5Cre (SoxC-knockout) adenovirus (UI Viral Vector Core) at a concentration of 200 pfu/cell, for a period of 24h. FLS were treated with or without 10ng/mL recombinant human TNF (R&D Systems) for the last 16h. Total RNA was extracted and purified using Direct-zol RNA MicroPrep (Zymo Research). Only samples with an RNA integrity number (RIN) >8 were used. Libraries were generated from 250 ng RNA using TruSeq Stranded Total RNA Sample Prep Kit (Illumina). Paired-end 150-base sequence reads at a sequencing depth of 50 million reads per sample were obtained using Illumina HiSeq 2500 System (Novogene). FASTQ files were analyzed using Strand NGS 4.0 software and aligned to the mm10 mouse genome assembly. Quality of sequencing was ensured by plots for measuring per base sequence quality (Q30 = 99%). Duplicate reads were filtered, followed by quantification and normalization using DESeq method.

### ChIP-seq

Chromatin was prepared and immunoprecipitated according to the following procedure. Triplicates of wild type mouse FLS containing 40 million cells per replicate were treated with or without 10ng/mL TNF for 16 h, followed by fixation with 1.5% paraformaldehyde. Chromatin was extracted and sheared into 100- to 500-bp fragments using a Bioruptor (Diagenode). 10 μg of antibodies against p65 (Active Motif) or SOX4 (Diagenode), coupled to 20 μl Dynabeads (Life Technologies) were used for immunoprecipitating chromatin from each replicate and DNA was purified by phenol/chloroform/isoamyl alcohol extraction and ethanol precipitation. DNA pooled from the triplicates was used for library preparation. Single-end 50-base sequence reads were obtained at a sequencing depth of 30 million reads per sample using Illumina HiSeq 2500 System and analyzed using ChIP-seq pipeline on Strand NGS 4.0 software. Quality of sequencing was ensured by plots for measuring per base sequence quality (Q30 = 97.8%). Reads were mapped to the mm10 mouse genome build. Peak calling and gene annotation was performed using MACS with an upstream padding distance of 50kb. *De novo* motif enrichment analysis was performed using MEME-ChIP suite (23).

### Immunoprecipitation

Wildtype mouse FLS were treated with TNF (10ng/mL) for 16 h. Nuclear extracts were prepared from FLS using NE-PER™ Extraction Reagents (Thermo Scientific) protocol. Immunoprecipitation was carried out by conjugating 5 μg of p65 antibody (Active Motif) or rabbit non-immune IgG (Millipore) to 20 μl Dynabeads (Life Technologies). Cell extracts were added to the conjugated beads overnight and eluted protein was analyzed by western blotting using antibodies against SOX4 (Diagenode), p65 (Cell Signaling) or HDAC1(Cell signaling).

### Luciferase Reporter Assays

ChIP-seq enhancer peak regions assigned to *Sox4*, *Sox11*, *Il15* and *Mapk1* were amplified from mouse genomic DNA and cloned into pBV- Luc, a luciferase reporter plasmid with a minimal promoter and very low basal activity (24). These reporter plasmids were co-transfected with 3X-FLAG SOX4 or 3X-FLAG SOX11 expression plasmids (14) into HEK293 cells using Viromer Red reagent (Origene). pSV2bgal plasmid was used as a control for transfection efficiency. Cells were treated with 10ng/mL recombinant TNF (R&D systems) for the last 16h of the 36h transfection period. Luciferase and β-galactosidase activities were assayed using the Dual-light combined reporter gene assay system (Applied Biosystems) using Synergy H1 Multi-Mode Plate Reader (Biotek). Reporter activities were normalized for transfection efficiency and reported as fold change in luciferase activity. Assays were performed as triplicates.

### Statistical Analysis

Experiments were performed in triplicates. Differential gene expression in changes in RNA-seq were calculated by Audic Claverie and Benjamini Hochberg false discovery rate for multiple testing correction. p-value cut-off of was set at 0.05. Statistical significance in reporter assays was calculated by student’s t-test.

## Results

### SOX4 and RELA Are Transcriptional Partners

We previously showed that the transcription factor SOX4 plays a role in promoting FLS transformation and thereby TNF-induced arthritogenesis (14). To understand the mechanism underlying the role SOX4 in TNF-induced gene expression we investigated whether SOX4 and the canonical NF-κB signaling transcription factor RELA/p65 are part of the same transcriptional complex. We predicted a potential physical interaction between and SOX4 and RELA and tested it by a co-immunoprecipitation assay. We immunoprecipitated RELA from the nuclear extracts of wildtype mouse FLS that were treated with or without TNF (**Figure 1A**). As reported earlier the level of SOX4 protein was increased upon TNF-treatment. Interestingly, we found that SOX4 co-immunoprecipitated with RELA in mouse FLS both in the presence and absence of TNF. However, the interaction was higher under TNF-treated condition likely due to the expected increase in the nuclear localization of RELA. To determine whether SOX4 and RELA interaction occurs at the genome wide level and to identify the genes co-regulated by SOX4 and RELA, we developed an experimental design involving ChIP-seq and RNA-seq assays (**Table 1**). 

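ChIP-seq was performed on chromatin of wildtype mouse FLS, the fibroblast-like cells of the joint lining, with an antibody against SOX4 or against RELA. The FLS were left untreated or treated with 10 ng/mL TNF for 16 h. DNA of 3 cultures was pooled before library preparation, so each of the 4 conditions is 1 library without replicates. The authors mapped single-end reads of 50 bases to mm10 and called peaks with MACS against 1 input library from untreated FLS. For each peak the deposited lists give the start, the end, the summit, the fold enrichment over the background and the −log10 of MACS's p and q. All peaks of the 4 lists were used as deposited, with no further filter. The lists are referred to as SOX4 untreated, SOX4 TNF, RELA untreated and RELA TNF. Peaks were narrow, with a median width of 56 bp, 57 bp, 60 bp and 60 bp in these lists. Shares of peaks are given with Wilson 95% confidence intervals, which cover counting error only.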

We first performed ChIP-seq using either SOX4 or RELA antibodies. 

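The SOX4 list held 192 peaks for untreated FLS and 543 peaks for TNF-treated FLS, a ratio of 2.83 (95% interval 2.40 to 3.33, treating each number as a Poisson count). The RELA list held 561 peaks without TNF and 2502 peaks with TNF, a ratio of 4.46 (4.07 to 4.89). A stricter threshold of −log10 q of at least 10 moved the SOX4 ratio most, to 3.68, and gave 6.10 for RELA. The RELA ratio moved most on chromosome Y alone, an alternative chosen after seeing the data, to 2.72. No test between the conditions was possible with a single library in each.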

We found that TNF treatment increased the number of SOX4 and RELA binding peaks by 3-fold. The enrichment of sequencing reads from the around the transcription start sites (**Figure 1B**) and box plots (**Figure 1C**) show increased binding of both SOX4 and RELA antibody on the chromatin from TNF-treated FLS in comparison with the untreated FLS. 

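The median fold enrichment of the SOX4 peaks was 8.46 without TNF and 8.56 with TNF. For the RELA peaks it was 8.15 without TNF and 9.62 with TNF. At the 161 sites where a SOX4 untreated summit lay within 50 bp of a SOX4 TNF summit, the fold enrichment was higher with TNF at 146. The median log2 ratio at these sites was 0.46 (95% interval from order statistics 0.38 to 0.51). RELA had 464 such sites, of which 402 were higher with TNF, with a median log2 ratio of 0.28 (0.22 to 0.31). These sites leave out the 31 SOX4 and 97 RELA untreated summits that had no such TNF summit. Among peaks with a −log10 q of at least 10, the median SOX4 fold enrichment was 10.0 without TNF and 9.98 with TNF. The RELA medians were then 9.86 and 10.5. At the shared sites of this threshold, 90 of 102 were higher with TNF for SOX4, with a median log2 ratio of 0.38. For RELA, 264 of 308 were higher, with a median log2 ratio of 0.22. With −log10 q in place of the fold enrichment, the medians at the shared sites were 0.92 for SOX4 and 0.47 for RELA, but q also depends on the depth of the library. Whether the fold enrichment depends on depth was not tested, so its ratios with TNF may reflect depth as well. Read counts in the peaks were not analysed here.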

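Each peak summit was placed in 1 class with the GENCODE annotation of mm10, taking coding sequence first, then untranslated regions, other exons, introns and the 50 kb upstream of a gene. Summits in the upstream class made up 29.2% of the SOX4 untreated peaks (23.2% to 36.0%), 30.0% of the SOX4 TNF peaks (26.3% to 34.0%), 32.1% of the RELA untreated peaks (28.4% to 36.1%) and 32.2% of the RELA TNF peaks (30.4% to 34.1%). Among 5000 random positions on the same chromosomes for each list, the upstream shares were 29.6%, 28.3%, 35.5% and 32.6%. The order of the classes moved these shares most in all lists but RELA untreated, where a limit of 5 kb upstream moved it more, to 8.02%. When the upstream region was taken before the gene body, they were 55.7%, 57.5%, 51.9% and 60.3% of the peaks. Random positions of the SOX4 untreated, RELA untreated and RELA TNF lists were then upstream in 56.7%, 55.2% and 55.6% of cases.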

At the genomic level the SOX4 and RELA peaks were predominantly (50-60%) located upstream of TSS. About 20% percent of the peaks were located in the intronic regions. 

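With coding sequence and exons taken first, introns held 42.7% of the SOX4 untreated summits (35.9% to 49.8%), 41.8% of the SOX4 TNF summits (37.7% to 46.0%), 31.9% of the RELA untreated summits (28.2% to 35.9%) and 39.9% of the RELA TNF summits (38.0% to 41.8%). Random positions fell in introns in 42.8%, 43.0%, 32.6% and 37.7% of cases. When the upstream region was taken first, introns held 20.3%, 19.0%, 14.6% and 15.3% of the summits.

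**Figure D1:**
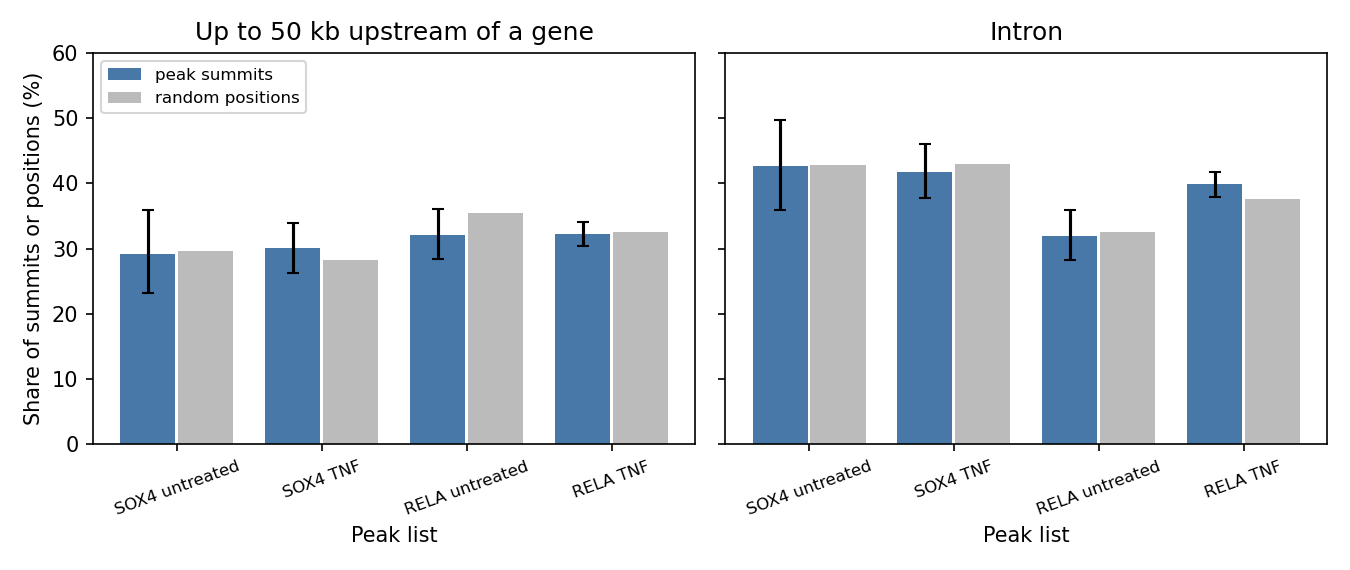
Share of peak summits (blue, with Wilson 95% intervals) and of random positions on the same chromosomes (grey) that lie up to 50 kb upstream of a gene (left) or in an intron (right), in percent, for the 4 peak lists. In the SOX4 TNF list 30.0% of summits and 28.3% of random positions were upstream.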

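Untranslated regions held 4 of the 192 SOX4 untreated summits (2.08%), 10 of the 543 SOX4 TNF summits (1.84%), 6 of the 561 RELA untreated summits (1.07%) and 41 of the 2502 RELA TNF summits (1.64%). Coding sequence held 3 SOX4 untreated summits (1.56%), 6 SOX4 TNF summits (1.10%), 0 RELA untreated summits and 14 RELA TNF summits (0.560%). The upper bound of the Wilson interval for RELA untreated summits in coding sequence was 0.680%. Summits outside all classes made up 21.9%, 21.7%, 31.7% and 23.2% of the peaks in the same order.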

A small percentage (2-6%) of them were localized the 3’ or 5’ untranslated regions and even smaller percentage (>1%) of binding was detected in the coding sequence (**Figure 1D**, **Supplementary Tables S1**–**S4**). Based on the physical interaction between RELA and SOX4 we speculated that these proteins might bind in close proximity to each other at a genome wide level. We overlapped the peak summits identified from SOX4 and RELA ChIP-seq experiments under TNF-treated condition to find that 70.4% of the SOX4 peak summits were present within 50bp of a RELA peak summit which we labelled as Group 1. 

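A RELA TNF summit lay within 50 bp of 381 of the 543 SOX4 TNF summits, a share of 70.2% (66.2% to 73.9%). In 1000 random relocations of the SOX4 summits on the same chromosomes, 0.043 summits on average and at most 1 summit lay as near, so that no relocation reached the observed number (one-sided share 0.001, the smallest that 1000 relocations can give). The median distance of the 381 pairs was 4 bp, and 308 pairs lay within 10 bp. The limit on the distance moved the share most, to 56.7% when summits had to lie within 10 bp. Peak intervals sharing at least 1 bp gave 383 SOX4 peaks. From the proximity of the binding sites of SOX4 and RELA on the chromatin, the paper proposes that it fortifies their interaction. The relocations speak only against a random placement of the summits. Without TNF, 152 of 192 SOX4 summits (79.2%) also lay within 50 bp of a RELA summit, and 149 of the 192 sites had a summit in all 4 lists. The shared sites cannot be told apart from sites that are enriched in any library.

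**Figure D2:**
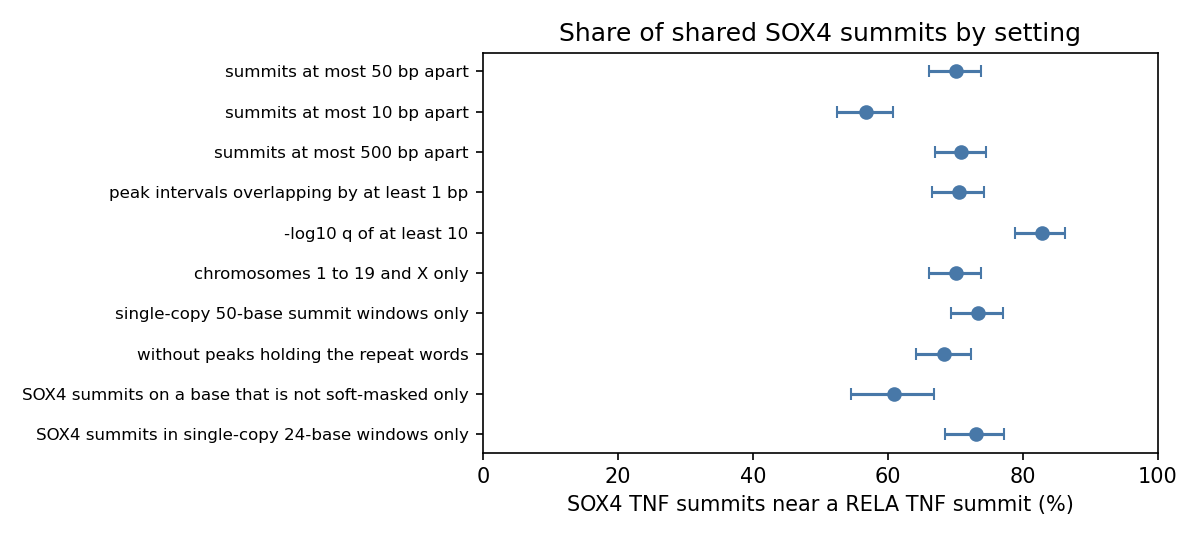
Share of SOX4 TNF summits with a RELA TNF summit nearby, in percent, under each setting, with Wilson 95% intervals as bars. The lowest 3 settings were chosen after seeing the data. The share was 70.2% within 50 bp and 82.9% among peaks with a −log10 q of at least 10 in both lists.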

The peaks with SOX4 only or RELA only peaks were labeled as Groups 2 and 3, respectively (**Figure 1E**, **Supplementary Table S5**). 

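By this rule Group 1 held 381 sites, Group 2 held 162 SOX4 peaks and Group 3 held 2121 RELA peaks. The shared sites were 15.2% of the 2502 RELA TNF peaks. A soft-masked base, which marks repetitive sequence in the reference, lay at 61.9% of Group 1 summits, 42.6% of Group 2 summits and 77.5% of Group 3 summits.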

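In the SOX4 TNF list the median fold enrichment was 9.98 for Group 1 peaks, shared with RELA, and 7.13 for Group 2 peaks, a log2 ratio of 0.49 (95% bootstrap interval 0.42 to 0.58). In the RELA TNF list it was 11.5 for Group 1 and 9.48 for Group 3, a log2 ratio of 0.28 (0.21 to 0.40). With −log10 q in place of the fold enrichment the log2 ratios were 0.93 and 0.54. Peaks within a list are not replicates, and the intervals describe these libraries only.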

The TSS profile plots and the read density heatmaps show that while read density for Group 1 peaks with SOX4-RELA co-binding is enriched in SOX4 and RELA ChIP-seq and as expected the Groups 2 and 3 peaks show a higher enrichment around TSS only in either SOX4 or RELA peaks respectively (**Figures 1F, G**). 

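The peak at Tcf7l2 lies in an intron on chromosome 19 of mm10. Its SOX4 TNF interval runs from 55892211 to 55892279 with a fold enrichment of 10.9, and the RELA TNF summit lies 1 bp from the SOX4 TNF summit with a fold enrichment of 8.48. A RELA untreated peak was also listed there, with a fold enrichment of 8.15. Thsd1 has a SOX4 TNF peak in an intron on chromosome 8, from 22236641 to 22236695, with a fold enrichment of 8.39 and no RELA peak in the lists. Edn1 has a RELA TNF peak on chromosome 13, from 42301400 to 42301448, with its summit 46 bp upstream of the gene and a fold enrichment of 6.99, and no SOX4 peak in the lists.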

The genomic tracks for ChiP-seq peaks at representative examples of Groups 1, 2 and 3 further demonstrate the co-binding and differential binding of SOX4 and RELA (**Figure 1H**). 

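Windows of 100 bp around each summit were searched on both strands, and windows 2000 bp to either side served as the comparison. The SOX consensus WWCAAWG was present in 19.2% of Group 1 windows (15.5% to 23.4%) and in 16.3% of their flanking windows (13.8% to 19.1%), so that the intervals overlapped. The motif GGAATGGAATG, with up to 1 mismatch, was present in 24 of 381 Group 1 windows (6.30%, 4.27% to 9.20%) and in 0.131% of the flanking windows. The word GCTGGGA was present in 8.66% (6.23% to 11.9%) and 4.33%, and the word TTSAGTTC in 5.51% (3.63% to 8.28%) and 1.18%. The NF-κB consensus GGGRNWYYCC was present in 0.525% of Group 1 windows and 0.394% of flanking windows. Among Group 1 summits on a base that is not soft-masked, GGAATGGAATG was present in 2.07%, GCTGGGA in 4.83% and TTSAGTTC in 1.38%. Their flanking windows held these words in 0.345%, 6.55% and 1.03% of cases, with overlapping intervals for each word. MEME-ChIP itself was not run.

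**Figure D3:**
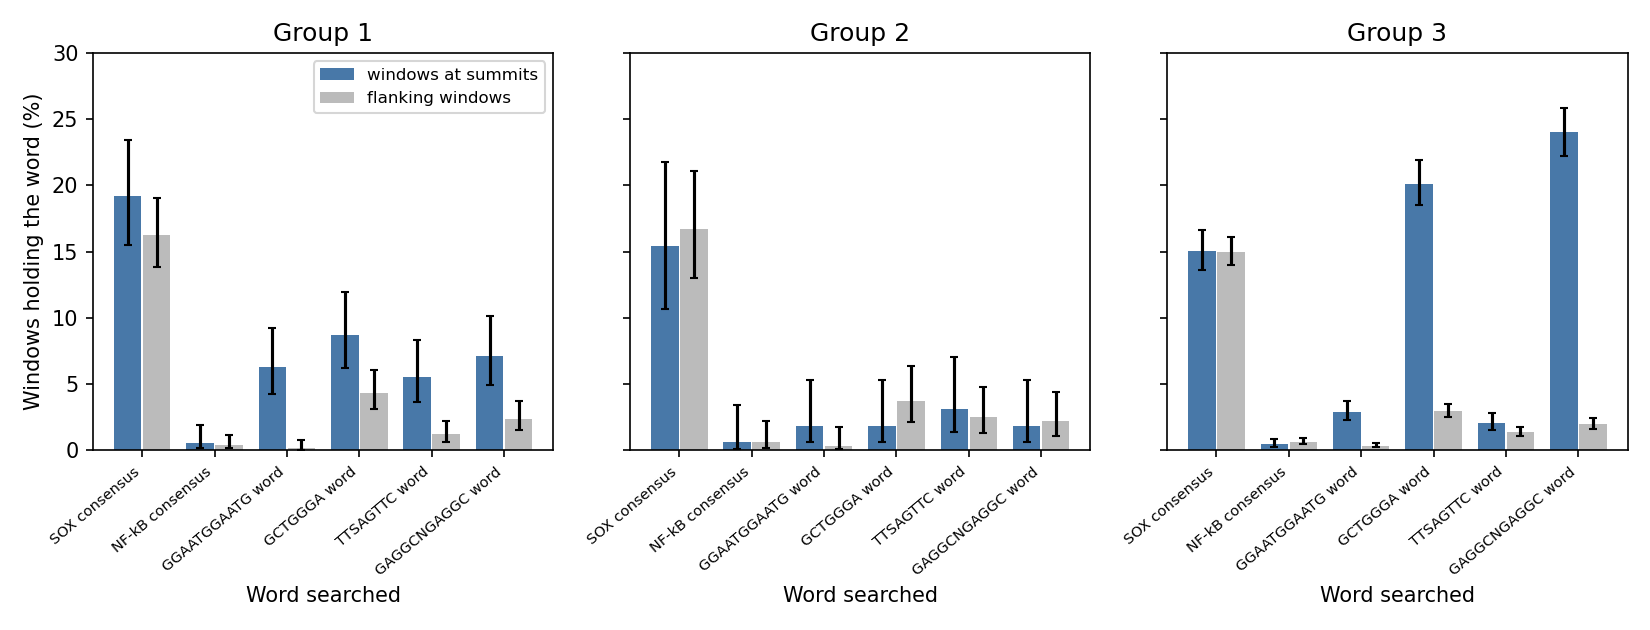
Share of 100-bp windows at summits (blue) and of flanking windows (grey) that hold each word, in percent, for Groups 1, 2 and 3, with Wilson 95% intervals. In Group 3 the words GCTGGGA and GAGGCNGAGGC were present in 20.1% and 24.0% of windows.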

*De novo* motif search by MEME-ChIP discovered SOX binding motifs as the most frequently identified motif in the SOX4-RELA overlapping peaks, followed by a partial NF-κB as reported for CyclinD1 and Il12β genes (25), SIX2 and SP2 binding motifs. 

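In Group 3, the peaks with RELA only, the SOX consensus was present in 15.0% of windows and in 15.0% of flanking windows. The word GCTGGGA was present in 427 of 2121 windows (20.1%, 18.5% to 21.9%) against 2.92% of flanking windows, and the word GAGGCNGAGGC, with up to 1 mismatch, in 509 windows (24.0%, 22.2% to 25.9%) against 1.98%. The longer NF-κB consensus was present in 0.424% of windows (0.223% to 0.805%) against 0.636%. GGAATGGAATG was present in 2.88% of Group 3 windows against 0.330%. On bases that are not soft-masked, the shares of GCTGGGA and GAGGCNGAGGC fell to 4.82% (3.23% to 7.13%) and 6.92% (4.97% to 9.56%), against 2.62% and 2.10% of flanking windows, and that of GGAATGGAATG rose to 4.40% against 0.210%. The SOX consensus moved most with windows of 200 bp, where it was present in 31.5% of Group 3 windows (29.6% to 33.5%) and in 27.8% of flanking windows (26.5% to 29.2%).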

Contrastingly motif analysis of the RELA only peaks did not indicate the enrichment of SOX motifs but were instead enriched with AP-2 and NF-kB binding motifs (**Figure 1I**). To determine the functional roles of the genes co-bound by SOX4 and RELA, we compiled a list of 600 genes that were assigned to the RELA-SOX4 overlapping peaks. 

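A Group 1 summit lay in the gene body or within 50 kb upstream of 587 annotated genes, of which 321 encode proteins. The number fell most with a limit of 5 kb upstream, to 235 genes. Peak intervals sharing at least 1 bp gave 590 genes.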

Network analysis by Ingenuity Pathway Analysis (IPA) revealed a potential crosstalk between the SOX4 and NF-κB signaling regulated genes (**Supplementary Figure S1A**). At the functional level, the SOX4-RELA genes were predicted to regulate pain signaling pathways, xenobiotic stress and tryptophan metabolism, nitric oxide signaling as well as macrophage, fibroblasts, and endothelial cell activities in rheumatoid arthritis (**Supplementary Figure S1B**).

**Figure 1:**
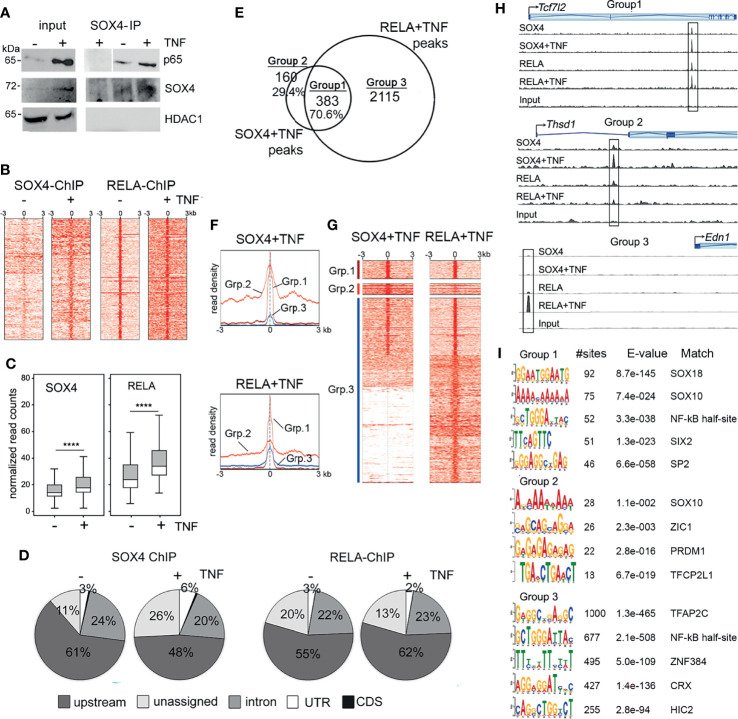
SOX4 and RELA interact on the chromatin **(A)** Immunoprecipitation of nuclear extracts from wildtype FLS treated with or without 10ng/mL TNF for 16 h. Western blot showing lysates and immunoprecipitates detected with the indicated antibodies. **(B)** Heatmap of the read coverage density (more red means more reads at that location) around the transcription start site (TSS) in wildtype FLS treated with or without TNF. **(C)** Box plot representation of normalized read counts in of SOX4 and RELA ChIP-seq peaks. ****p-value < 0.0001 (pairwise t-test adjusted by the Benjamini-Hochberg method). **(D)** Genome wide distribution of SOX4 and RELA ChIP-seq peaks in wildtype FLS treated with or without TNF. **(E)** Venn diagram showing overlap between SOX4 and RELA ChIP-seq peaks that are located within 50bp of each other. **(F)** TSS profile plot and **(G)** Heatmap showing the pattern of binding at the overlapped locations identified by the Venn Diagram in **(F)**. The color bars on the left correspond to Venn Diagram grouping of peaks. **(H)** Genome tracks of SOX4 and RELA ChIP-seq peaks at the loci of representative examples of Group 1, 2 and 3 genes. **(I)** Enriched motifs in the RELA-SOX4 overlapping ChIP-seq peaks in TNF-treated FLS.

**Table 1:** Conceptual design to study the molecular interactions between RELA and SOXC transcription factors.

Step1: ChIP-seq to identify TNF-induced DNA binding of SOX4 & RELA	
Wild-type mouse FLS treated w or w/o TNF	
SOX4 antibody	RELA/p65 antibody
Identification of SOX4-RELA co-binding and independent DNA binding events	
Step 2: RNA-seq to identify the SOXC and TNF-induced transcriptome	
Sox4^fl/fl^ 11^fl/fl^ 12^fl/fl^ mouse FLS	
AdeCMV5eGFP (control)	AdeCMV5-Cre (SoxC-knockout)
w TNF and w/o TNF	w TNF and w/oTNF
Identification of the TNF-responsive SOXC-dependent gene expression	
Step 3: Classification of TNF-responsive SOXC-dependent genes based on SOX4 and RELA DNA binding			
Integration of ChIP-seq and RNA-seq data			
Class-1	Class-2	Class-3	Class-4
RELA-SOX4 co-binding	RELA only binding	SOX4 only binding	RELA to SOX4 binding switch

### SOX4 Regulates the Expression of TNF-Responsive Transcriptome

We next investigated whether SOX4 is required for regulating the global TNF-responsive transcriptome by RNA-seq. We generated *SoxC* knockout FLS by infecting *SoxC* ^fl/fl^ with Cre recombinase-expressing adenovirus. Their corresponding controls were generated by infection with GFP-expressing adenovirus. We utilized total *SoxC* knockout background instead of a *Sox4* knockout background because the *SoxC* family genes (*Sox4, Sox11* and *Sox12*) are functionally redundant and possesses a highly identical HMG-box domain allowing them bind to the same SOX-binding sites on DNA (17). Therefore, deletion of *Sox4* alone may be compensated for by *Sox11* and *Sox12*. We defined TNF-responsive genes as those that were differentially expressed by ≥ 1.5-fold by TNF treatment in the AdeGFP-*SoxC^fl/fl^* FLS. Interestingly, 60% of the TNF-responsive genes remained unchanged or exhibited a reversed regulation in the AdeCre-*SoxC^fl/fl^* FLS indicating that the effect of TNF on FLS is significantly altered in the absence of *SoxC* genes (**Figure 2A**, **Supplementary Figure S2A** and **Supplementary Table S6**). Pathway analysis revealed that that the upregulated TNF-responsive transcriptome which was either SOXC-dependent and independent is predicted to play a role in inflammatory disease pathways, cell migration and tumorigenesis. Interestingly, the downregulated TNF-responsive genes that are SOXC-dependent were predicted to regulate organogenesis and cell survival (**Figure 2B**). 

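Of the 638 genes that the paper lists as SoxC-dependent and TNF-responsive, 617 were matched to the annotation. A Group 1 summit was assigned to 16 of them and a RELA TNF summit outside Group 1 to 66 others. In 1000 random relocations of the summits on the same chromosomes, Group 1 summits were assigned to 10.9 of these genes on average (middle 95% of relocations, 5 to 18), and a one-sided share of 0.088 of relocations gave at least as many genes. For the genes with RELA only, the relocations gave 43.0 genes on average (32 to 56), with a share of 0.001, the smallest that 1000 relocations can give. With only the gene of the nearest transcription start site, the numbers fell to 3 and 22 genes. Relocation does not keep the placement of the summits relative to genes, and no other set of genes was compared. The excess of genes with RELA only therefore cannot be assigned to SoxC-dependent genes in particular.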

We integrated the differential gene expression data with the ChIP-seq results to find that only a small proportion i.e., 17 of 638 *SoxC*-dependent TNF-responsive genes were assigned to RELA-SOX4 peaks and 66 genes were assigned to RELA only peaks (**Figure 2C**). The genes with RELA-SOX4 peaks regulated inflammation mediators such as interleukin-15 (*Il15*), chromatin remodeling factors such as histone deacetylase 4 (*Hdac4*), lysine acetyltransferase 6b (*Katb6*), SET-binding protein 1 (*Setbp1*) and nuclear receptor coactivator 1 *(Ncoa1*) and Activating protein-1 (AP-1) signaling components such as mitogen-activated protein kinase 1 (*Mapk1*/ERK2), mitogen-activated protein kinase 8 (*Map3k8*/MEKK) and JunB proto-oncogene (*Junb*/AP-1) (**Figure 2D**). 

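Among these genes, the annotation placed a Group 1 summit at Il15, Kat6b, Setbp1, Ncoa1, Map3k8 and Junb. The Kat6b, Setbp1 and Ncoa1 summits were intronic, and each of the 4 lists held a peak there. At Setbp1 the fold enrichment was 15.7 in the SOX4 TNF list and 31.9 in the RELA TNF list, on a soft-masked base. The Map3k8 summit lay 15728 bp upstream of the gene and the Junb summit 43932 bp upstream, both on soft-masked bases in the SOX4 TNF list. Hdac4 held no peak of the 4 lists, and the nearest summit was 885964 bp away in the RELA TNF list.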

To understand the clinical significance of the SOXC-dependent TNF-responsive genes we analyzed a published RNA-seq data set from freshly sorted CD45- Podoplanin+ FLS from the synovia from OA and RA patients (26). We found that the expression levels of SOX4, and *SOX11* remained unchanged between the highly inflammatory FLS from leukocyte rich RA patients than in OA patient FLS with low level of inflammation. However, the SoxC-dependent TNF-responsive genes were upregulated in the leukocyte rich RA FLS (**Supplementary Figure S2**). These data suggest that the SOXC/RELA molecular axis may play a critical role in the pathology of highly inflammatory forms of RA.

**Figure 2:**
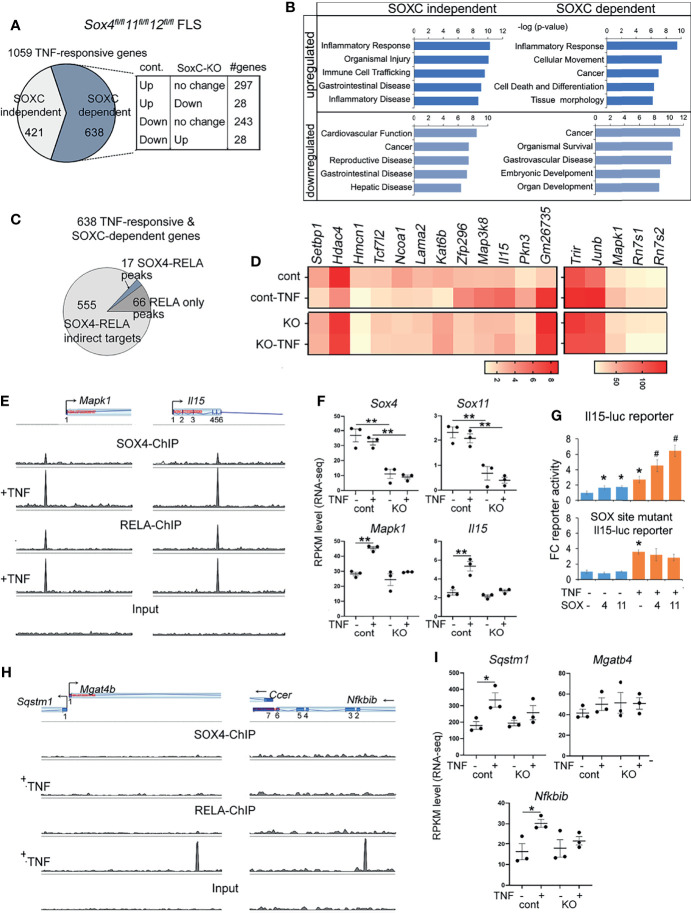
Characterization of SOXC-dependent TNF-responsive genes. **(A)** Pie-chart showing the proportion of SOXC-dependent and SOXC-independent TNF-responsive genes identified from RNA-seq TNF-treated control and SoxC-KO FLS. Cont, *Sox4^flfl^11^flfl^12^flfl^* FLS infected with GFP adenovirus. SoxC-KO, *Sox4^flfl^11^flfl^12^flfl^* FLS infected with GFP adenovirus. The number genes upregulated, downregulated or unchanged by TNF treatment of control and SoxC-KO FLS are indicated in the box. **(B)** IPA pathway analysis of SOXC-dependent and independent TNF-responsive genes. **(C)** Pie chart showing the number of SOX4-RELA co-binding and RELA only bound genes among the SOXC-dependent TNF-responsive genes. **(D)** Heatmap of averaged and normalized RPKM values from RNA-seq of control and SoxC-KO FLS. **(E, H)** Genomic profiles of SOX4 and RELA ChIP-seq peaks. **(F, I)** Gene expression changes by RNA-seq in control and SoxC-KO FLS upon TNF treatment. **(G)** Fold-change *Il15* and SOX-site mutated *Il15* luciferase reporter activity in HEK293 cells transfected with SOX4 or SOX11 expression plasmids and treated with 10ng/mL TNF for 16h. *p-value < 0.05, **p-value < 0.001 by student’s t-test compared to untreated condition. #p-value < 0.05 by student’s t-test compared to SOX4 or SOX11 only conditions.

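At Il15, on chromosome 8 of mm10, the SOX4 TNF peak runs from 82343959 to 82344010 in a coding exon, with a fold enrichment of 6.45. The RELA TNF summit lies 13 bp from its summit, with a fold enrichment of 9.98. The SOX4 untreated list held a peak at the same place with a fold enrichment of 7.93, and the RELA untreated list held none. A missing peak does not show that RELA signal was absent there, since coverage was not analysed.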

Using representative examples of SOX4-RELA co-bound genes, such as *Il15* and *Mapk1* we showed the extent of overlap between RELA and SOX4 peaks (**Figure 2E**). Their *SoxC*-dependance was demonstrated by showing that the knockout of *SoxC* genes prevented their TNF-induced upregulation, whereas the levels of *Sox4*, *Sox11* and *Sox12* remained unchanged (**Figure 2F** and **Supplementary Figure S3A**). The *SoxC*-dependent regulation of *Il15* (**Figure 2G**) and Mapk **(** **Supplementary Figure S3B**) were additionally demonstrated in a luciferase reporter assay, where SOX4 and SOX11 overexpression in the presence of TNF significantly increased the activity of a luciferase reporter gene encompassing the SOX4-RELA ChIP-seq peak. Mutation of the two SOXC binding sites in the *Il15* ChIP-seq peak sequence (position 52: AATCAA to AGATCGA and position 168: AAACAAT to AGACAGT) resulted in a loss of SOXC-dependent activation of the Il15-reporter in the absence and presence of TNF. Similarly, examples of genes assigned to RELA only peaks such as Sequestosome 1 (*Sqstm1)*, a ubiquitin binding protein that plays a role in autophagy and NF-κB inhibitor beta (*Nfkbib)*, critical intermediate in the canonical NF-κB signaling were upregulated by TNF only in the presence of *SoxC* genes, but the neighboring gene *Ccer* remained unchanged by TNF or *SoxC* knockout. 

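The RELA TNF peak assigned to Sqstm1 lies on chromosome 11 of mm10 from 50217412 to 50217475, with its summit 6609 bp upstream of Sqstm1 and in an intron of Mgat4b. Its fold enrichment was 15.0. The RELA TNF peak in an intron of Nfkbib lies on chromosome 7 from 28762301 to 28762366, with a fold enrichment of 13.5. Both summits are on soft-masked bases, and no SOX4 peak was listed at either. The nearest summit to Ccer2 was 3366 bp away.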

*Mgatb4* remained unexpressed in the FLS (**Figures 2H, I**).

### TNF Activates a ‘RELA to SOX4 Regulatory Switch’ to Maintain *Sox4* and *Sox11* Gene Expression

We previously showed that TNF increases SOX4 and SOX11 protein levels, at least in part by protein stabilization without significantly effecting the mRNA levels (14). Here we addressed the additional mechanisms that might contribute to the TNF-mediated regulation of *Sox4* and *Sox11* expression. In ChIP-seq assays we found that the 3’UTR of *Sox4* and *Sox11* genes were bound by RELA under basal conditions, suggesting that RELA may function as an upstream regulator of *Sox4* and *Sox11* expression. 

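The RELA untreated peak in the 3′ UTR of Sox4 lies on chromosome 13 of mm10 from 28950989 to 28951384. It is 396 bp wide, with a fold enrichment of 21.8 and a −log10 q of 51.4. The RELA untreated peak in the 3′ UTR of Sox11 lies on chromosome 12 from 27340656 to 27340795, with a fold enrichment of 6.47 and a −log10 q of 8.83. Neither gene had a peak in the SOX4 untreated list.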

Notably, the RELA binding was lost upon TNF-treatment and this loss corresponded with a gain in SOX4 binding to the same genomic region, suggesting a switch from RELA-mediated expression to an autoregulatory mode of expression (**Figures 3A, B**). 

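At Sox4, the RELA TNF list held a peak from 28951105 to 28951177, with its summit 60 bp from the RELA untreated summit and a fold enrichment of 4.99, 0.229 times that without TNF. The SOX4 TNF list held a pair of peaks there, with fold enrichments of 8.82 and 4.96. At Sox11, no RELA TNF peak was listed, and the SOX4 TNF peak had a fold enrichment of 8.56, with its summit 82 bp from the RELA untreated summit. Across the genome, 97 of the 561 RELA untreated summits had no RELA TNF summit within 50 bp, and 20 of these had a SOX4 TNF summit and no SOX4 untreated summit within 50 bp. Sox4 was among the 20 sites and Sox11 was not. Sox4 was counted only because its RELA summits lay 60 bp apart, over the limit of 50 bp. With TNF the RELA summit at Sox4 lay 27 bp from a SOX4 summit, so by the same limit this site belongs to Group 1. With summits up to 500 bp apart, or with overlapping peak intervals, 19 sites were counted, with Sox11 among them and without Sox4.

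**Figure D4:**
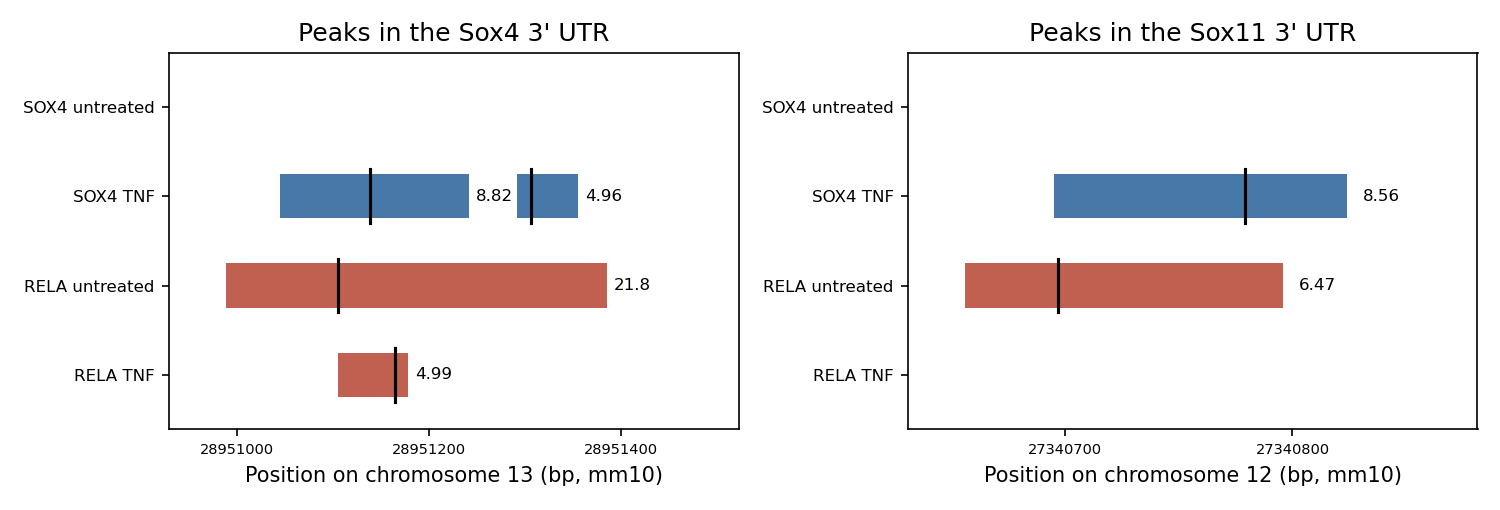
Peaks of the 4 lists in the 3′ UTR of Sox4 (left) and Sox11 (right), drawn as bars from start to end along the chromosome in bp, with summits as black lines and the fold enrichment beside each bar. The RELA fold enrichment at Sox4 was 21.8 without TNF and 4.99 with TNF.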

We generated luciferase reporter constructs composing the ChIP-seq peak region in the 3’ UTR of *Sox4* and *Sox11* genes to find that a combination of TNF-treatment and transient over expression of SOX4 was necessary for increasing the reporter activity (**Figure 3C**). In consistence with our previous results, TNF-treatment did not result in the level of *Sox4* or *Sox11* expression (**Figure 2F**), indicating that a switch in RELA to SOX4 binding did not alter the overall gene expression, but rather helped in maintaining a consistent level of gene expression in the presence of inflammation.

**Figure 3:**
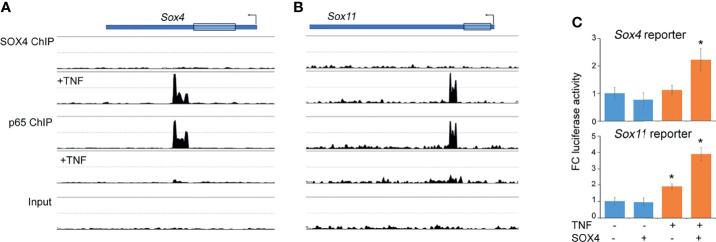
Autoregulatory switch in the *Sox4* and *Sox11* gene expression. **(A, B)** Changes in the profiles of SOX4 and RELA ChIP-seq peaks in the Sox4 and Sox11 genomic locus upon TNF treatment. **(C)** Fold-change Sox4 and Sox11 luciferase reporter activity in HEK293 cells transfected with SOX4 expression plasmids and treated with 10ng/mL TNF for 16h. *p-value < 0.05 by student’s t-test compared to untreated condition.

## Discussion

In this study we utilized genome wide ChIP-seq and RNA-seq approaches to show that (1) The SOXC family member, SOX4 interacts with RELA in FLS. (2) The SOX4-RELA interaction is likely fortified by the proximity of SOX4 and RELA binding sites on the chromatin. (3) A significant subset of the TNF-responsive RELA target genes require *SoxC* genes for their optimal expression. (4) TNF activates an autoregulatory switch, which results in shift from RELA binding to SOX4 binding at the Sox4 and Sox11 regulatory regions.

*SoxC* genes regulate the expression of TNF target genes *via* multiple different modes of action (**Figure 4**); Class-1 includes SOX4-RELA direct target genes that require the binding of both SOX4 and RELA to their regulatory sequences. The Class-2 genes are RELA-direct targets that require only RELA to bind to their regulatory regions, while SOX4 may regulate the expression of one or more of the transcriptional co-factors or upstream regulators of NF-κB signaling. The Class-3 genes are indirect targets of both RELA and SOX4. They are neither bound by RELA or SOX4 and likely use a different transcription factor, whose expression or activity is controlled by RELA and SOX4. The Class-4 genes exhibit regulation *via* ‘regulatory switch’ in which TNF-induces a switch from RELA to SOX4 binding. The autoregulation of *Sox4* and *Sox11* is mediated by this regulatory switch.

**Figure 4:**
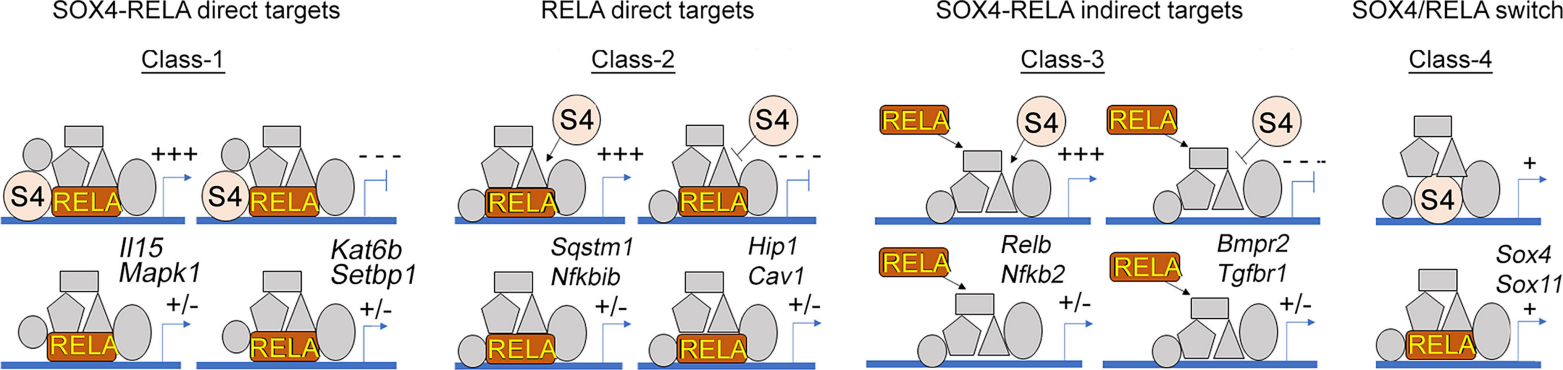
Multimodal regulation of gene expression by RELA and SOX4. Illustration of the 4 different classes of SOXC-dependent and TNF-responsive genes and their predicted responses upon SoxC-knockout are indicated. Two representative examples of each class are indicated.

We made an interesting finding that about three quarter of all SOX4 binding events induced by TNF (383 out of 584 peaks), were in proximity of a RELA binding event. However, RNA-seq results showed that most of the SOX4-RELA or RELA binding events did not lead to differential gene expression. This suggests that additional factors or stimuli are needed for their expression. Based on the *de novo* binding site predictions by MEME-ChIP, we speculate that these additional factors may include SIX2, SP-2 and AP family of transcription factors. The bulk of SOXC-dependent TNF-responsive transcriptome is constituted by Class-3 genes that are the indirect targets of SOX4 and RELA. 

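Of the 617 matched genes, 535 (86.7%) had neither a Group 1 summit nor another RELA TNF summit in the gene body or within 50 kb upstream. Genes with a SOX4 summit outside Group 1 were not taken out, so this is not the share of genes bound by neither factor.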

Only a small subset of (16 out of 638 genes) belong to Class-1 that require RELA-SOX4 co-binding for their differential regulation. None-the-less the Class-1 genes possess the potential to induce drastic changes in the FLS transcriptome. For instance, the downregulation of histone methylation writer, *Kat6b* and upregulation of histone acetylation eraser, *Hdac4* could potentially remodel the chromatin landscape in the FLS. Overexpression of HDAC4 histone deacetylase correlates with decreased production of proinflammatory cytokines in FLS (27) and decreased expression of Runx2, MMP-13 and collagen X in chondrocytes (28). *HDAC4* was also found to be downregulated in RA synovium (29), which may explain why inflammatory mediator production is actively amplified in RA.

Similarly, differential expression of AP-1 signaling pathway components including *Mapk1* (ERK2), *Map3k8* (MEKK8) and *Junb* (AP1) is also expected to contribute to large-scale cellular and molecular changes. Regarding ERK2, Wang et al. reported that overexpression of this kinase was involved in maintaining cartilage homeostasis through modulating the TGF-β/SMAD axis *via* reducing the expression of *Col2a1*, Aggrecan, and *Sox9*, which are key molecules for cartilage homeostasis (30). The AP-1 subunit, JunB, has been proposed as a negative regulator of proliferation and production of cytokines in fibroblasts (31, 32). Thus, upregulation of *Mapk1* and *Junb* in *SoxC*-KO FLS could indicate a regulatory role for SOXC in inflammatory arthritis.

Our analysis of published RNA-seq data from freshly isolated FLS from leukocyte rich RA patient synovium and OA patient synovium (26) showed a differential regulation of SOXC and TNF-dependent genes, suggesting that the higher level of inflammation present in leukocyte rich RA activates the SOXC/RELA pathway. However, these data did not allow us to comment on the role of SOXC/RELA axis in OA patient FLS, since normal (non-arthritic) FLS were not included in this study. We previously showed that pro-inflammatory cytokines stabilize the protein level of SOX4 and SOX11 and promote inflammatory gene expression in both OA and RA FLS. Supporting this notion, other studies reported a role for SOX4 in promoting the inflammatory phenotype of both OA and RA FLS (33, 34). Taken together, these suggest that the SOXC/RELA axis is activated by inflammation, irrespective of the disease etiology and may thus contribute to the pathology of both OA and RA.

Studies from breast cancer cells showed that SOX4 is a downstream of Transforming growth factor beta (TGFβ) signaling and that SOX4 expression was required for TGFβ-mediated induction of a subset of SMAD3/SOX4-co-bound genes (35). Here we show that SOX4 is required for the induction of RELA/SOX4 co-bound genes, however these co-bound regions did not contain SMAD binding sites. 

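The palindromic SMAD binding word, a motif chosen after the data were seen, was present in 0 of the 381 Group 1 windows of 100 bp (upper bound of the Wilson interval 0.998%) and in 0 of their 762 flanking windows. In windows of 200 bp it was present in 1 of the 381. Since the word was absent from the flanking windows too, its absence at the summits cannot show that SMAD binding sites are lacking. Other SMAD motifs were not counted.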

Studies performed in chondrocytes have shown increased expression of ADAMTS-5 after TNF induction in a SOX4-dependent manner (21, 36). These data therefore put forth a notion that SOX4’s choice of transcriptional partners is highly context dependent.

Autoregulation is a mechanism by which a transcription factor regulates its own expression. It is a common mechanism observed in several developmentally important transcription factors to ensure their abundance and activity is not repressed by other factors (37, 38). Several members of SOX family such as *SOX2* and *SOX9* (39, 40) that are master regulators of embryonic development exhibit autoregulation. We here show that *Sox4* autoregulates its own expression in addition to its group-member *Sox11 via* binding to a regulatory region in the 3’ UTR. This finding suggests that SOX4 is critical factor in the regulation of inflammatory responses and hence acquired the property of autoregulation. Interestingly, it was reported that single nucleotide polymorphism (SNP) in the untranslated region (UTR) lead to osteoporosis susceptibility, suggesting an important role for the 3’ UTR in the regulation of SOX4 gene expression in other diseases associated with inflammation (41).

A limitation of this study it presents a simplified view of the TNF/SOXC molecular axis. The functionally redundant activities of *Sox4*, *Sox11* and *Sox12* in TNF-induced arthritis and the diverse range of stimuli that can potentially activate the canonical NF-κB signaling in the FLS are suggestive of a role for multiple additional co-factors besides SOXC and RELA. The proposed Class 1 to 4 modes of interaction between RELA and SOXC proteins (**Figure 4**), especially the TNF-induced autoregulatory switch described in Class-4, requires additional follow up studies to completely unravel its biological significance. Another limitation is the lack of investigation on the role of *Sox12*, the third member of the *SoxC* gene family. Although SOX12 has the weakest transactivation domain among the SOXC proteins (17) it was shown to play a role in the inflammatory response of T cells (42, 43) and cancer cells (44–46). Thus, it may contribute to the transcriptional regulation of inflammation in the FLS, which needs to be determined in future studies. In addition, future investigations using a variety of *in vivo* arthritis models are required to further delineate the molecular and functional interactions of SOXC and RELA proteins during synovial inflammation.

In conclusion, we uncovered the molecular mechanism by which *SoxC* genes regulate the inflammatory responses in the FLS at the genomic level. Our data will serve as a resource for studies on RELA and SOX4 target genes in the FLS arthritic diseases. Together with our previous findings, we demonstrate a role of TNF/SOXC molecular axis in FLS during arthritis and suggest its role in the inflammatory pathology of other cell types where SOXC proteins play a vital role.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: NCBI, GSE197694.

## Ethics Statement

The animal study was reviewed and approved by IACUC Emory University.

## Author Contributions

KJ, SR-P, SN, and UG contributed to the generation of the data, data analysis and critical reading of the manuscript. KJ, SR-P, HD, and PB contributed to manuscript writing. PB and HD contributed to study design. All authors contributed to the article and approved the submitted version.

## Funding

We thank the support from the National Institutes of Health/National Institute of Arthritis, Musculoskeletal and Skin Disease grant (R01 AR070736) and Startup funds from the Department of Orthopaedics, Emory University School of Medicine to PB.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: SOX4 and RELA Function as Transcriptional Partners to Regulate the Expression of TNF- Responsive Genes in Fibroblast-Like Synoviocytes
**Source:** Front Immunol. 2022 Apr 22;13:789349. doi: 10.3389/fimmu.2022.789349
**Supplement:** Supplementary file 1

A

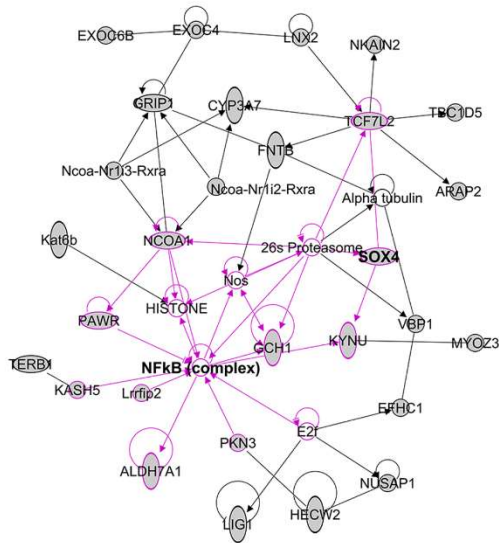

B

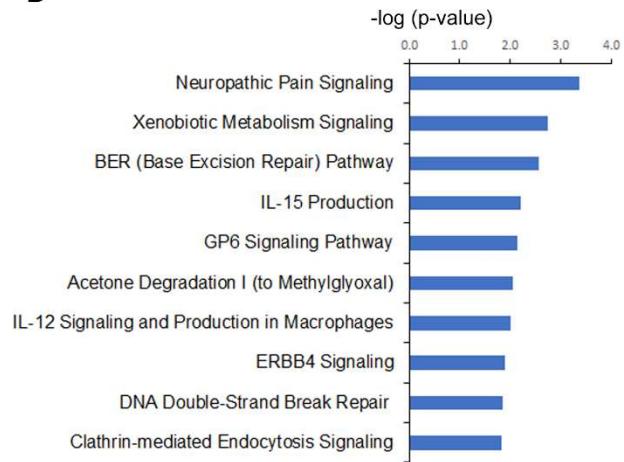

### Supplementary Figure S1. Characterization of RELA and SOX4 ChIP-seq peaks. (A)

Protein interaction network of RELA-SOX4 co-binding genes by Ingenuity Pathway Analysis. (B)

Canonical pathways prediction of RELA-SOX4 co-binding genes by Ingenuity Pathway Analysis.

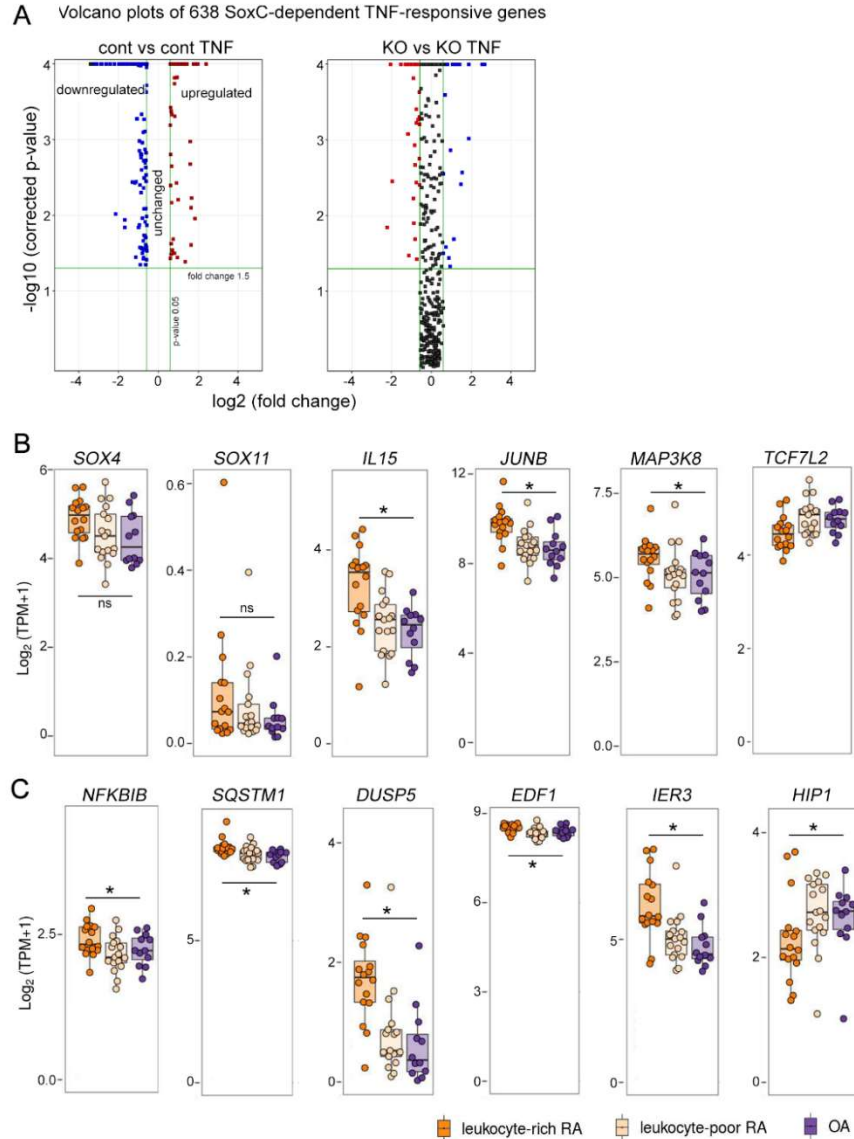

**Supplementary Figure S2. Characterization of SoxC-dependent TNF-responsive genes.**

(A) Volcano plots of RNA-seq data showing comparison differential expression of SoxC-dependent TNF-responsive genes in AdeGFP SoxCfl/fl (cont) FLS and AdeCre SoxCfl/fl (SoxC KO) FLS. Note that the genes significantly upregulated or downregulated by TNF in the cont. FLS are not changed or show a reversed regulation in expression in SoxC knockout FLS. (B and C) Differential expressed genes in publicly available bulk RNA-seq data set from freshly sorted CD45- PDPN+ FLS from RA and OA patients. Data visualized from Accelerating Medicines Partnership (AMP) Rheumatoid Arthritis (RA) Phase I project (<https://immunogenomics.io/ampira/>). \*, p-value less than 0.05 by Kruskal-Wallis test.

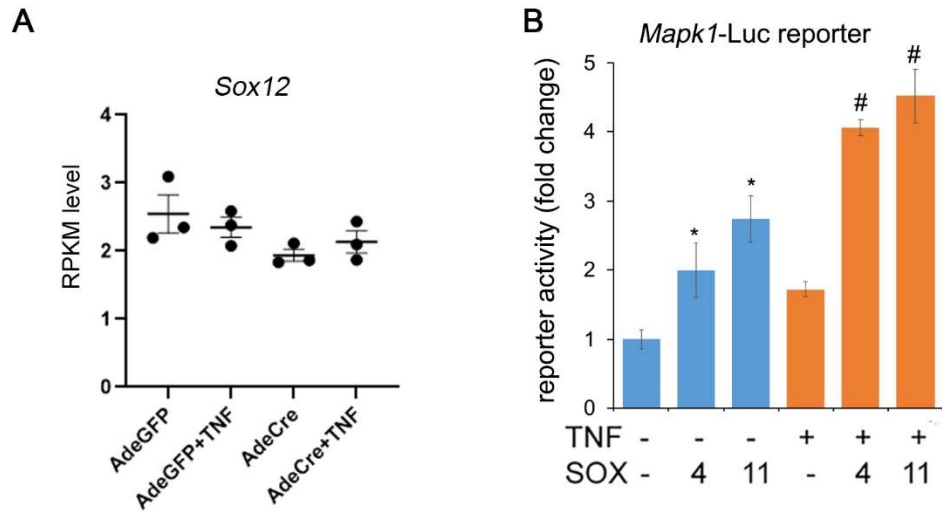

**Supplementary Figure S3. (A)** Changes in *Sox12* gene expression by RNA-seq in control and SoxC-KO FLS upon TNF treatment. **(B)** Fold-change *Mapk1* luciferase reporter activity in HEK293 cells transfected with SOX4 or SOX11 expression plasmids and treated with 10ng/mL TNF for 16h. \* p-value < 0.05 by student's t-test compared to untreated condition. #, p-value < 0.05 by student's t-test compared to SOX4 or SOX11 only conditions.

How the deposited data were processed for this re-analysis (not part of the article)

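The data are the peak lists of 4 ChIP-seq libraries from wildtype mouse FLS: SOX4 and RELA, each untreated and after 10 ng/mL TNF for 16 h. Each library was made from DNA pooled from 3 cultures, so there is 1 library per condition and no replicates. Reads and coverage, the input library's own values, and the RNA-seq, luciferase and co-immunoprecipitation experiments were not analysed here.

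The authors mapped single-end reads of 50 bases to mm10 and called peaks with MACS in Strand NGS 4.0 against 1 input library from untreated FLS, with a fragment length of 300 and a p-value cutoff of 1e-05. The authors' treatment of reads that map to several places and of duplicate reads is not stated in the paper's text. The deposited P score and Q score are the −log10 of MACS's p and q for each peak. The deposited fold change is the fold enrichment of a peak over the background, a ratio that is above 1 for every peak. Tables S1 to S3 hold the same peaks as the deposited lists, and all 1998 peaks that could be read from Table S4 were in the deposited RELA TNF list of 2502 peaks.

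All peaks were used as listed. Coordinates are given as the lists give them, taken as counted from 1. Ratios of peak numbers have 95% intervals that treat each number as a Poisson count. Shares have Wilson 95% intervals, medians have intervals from order statistics, and the ratios between groups have bootstrap intervals from 1000 draws. No p-value was computed across peaks, since peaks of a library are not replicates. Summits at most 50 bp apart on the same chromosome were called shared, as in the paper. The overlap and the gene counts were set against 1000 random relocations of the summits on the same chromosomes, outside runs of unknown bases. For each list, 5000 random positions were drawn the same way.

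Summits were placed with the GENCODE annotation (vM21) of mm10. A gene was assigned to a summit in its body or up to 50 kb upstream. SoxC-dependent TNF-responsive genes are the 638 of the paper's Table S6, and 617 were matched. Repeats were read from the soft-masked bases of the reference, which cover 36.4% of its called bases. The 50-base window around each summit was searched in all 66 sequences of the reference on both strands, and a window found more than once was called multi-copy. Motifs were counted as words in windows of 100 bp, since MEME-ChIP was not run. The A-rich motif and the SP2 motif of Figure 1I were not counted. The classes, the overlap, the copy count and the word search were tested on simulated data with known answers.

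Named genes are those the paper's text and Figures 1H, 2D, 2E, 2H, 3 and 4 name, and the 5 peaks with the highest −log10 q in each list were also looked at. The peaks of 1 named gene are not reported here. Alternatives covered a −log10 q of at least 10, chromosomes 1 to 19 and X, single-copy summits, merging of summits within 1000 bp, other distances of 10 bp and 500 bp, overlapping intervals, the order of the classes, 5 kb upstream, protein-coding genes, peak midpoints, the nearest transcription start site, windows of 200 bp, bases that are not soft-masked, at least 25 of 50 bases soft-masked, and windows of 24 bases. The scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, with the random seed 1.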

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

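The tests of the overlap on bases that are not soft-masked, in windows of 24 bases and near SOX4 untreated summits alone were chosen only after the result was seen.

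The paper reports the overlap of SOX4 and RELA summits with TNF only. In untreated FLS, 152 of 192 SOX4 summits lay within 50 bp of a RELA summit, a share of 79.2% (72.9% to 84.3%), against 0.003 summits on average in 1000 random relocations. At 149 of the 192 sites (77.6%) all 4 lists held a summit. A candidate explanation is that both libraries pile up at the same repeated sequence. Among single-copy summits the TNF overlap was 73.4%, but leaving out the multi-copy summits could not have lowered it under 67.8%, which is within the interval for all peaks. The shares of multi-copy summits decide more. They were 2.62% (1.43% to 4.76%) in Group 1 and 18.5% (13.3% to 25.2%) in Group 2, which goes against multi-copy sequence as the source of shared summits. With windows of 24 bases the overlap among single-copy summits was 73.1%, which goes against shorter multi-copy sequence too. On bases that are not soft-masked the overlap fell to 60.9% (54.6% to 66.9%), under the interval of the overlap among all peaks, as this explanation predicts. Since most of these summits were still shared, repeats at the summit base do not account for all of the overlap.

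A further candidate explanation is that some sites are enriched in any library whatever the antibody or treatment. Summits of either untreated list lay near 80.8% of Group 1 and 14.8% of Group 2 summits. This difference was largely fixed by the groups themselves, since 464 of 561 RELA untreated summits lie near a RELA TNF summit, from which Group 2 is kept away, and it decides nothing. Near SOX4 untreated summits alone lay 41.2% of Group 1 and 2.47% of Group 2 summits. This test has the same limit, since 159 of 192 SOX4 untreated summits lie near a RELA TNF summit. With neither test able to decide, the shared sites cannot be told apart from sites that are enriched in any library. A library with a non-immune antibody was not used here.

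The RELA lists held 159 peaks on chromosome Y without TNF (28.3% of the list) and 432 with TNF (17.3%), which the paper does not discuss. The SOX4 lists held 0. The quartiles of the RELA TNF summit positions on this chromosome were 6525571 and 9570185. Multi-copy sequence on the chromosome was tested as an explanation. The share of these summits in a multi-copy window was 47.9%, against 94.5% of random positions on chromosome Y. This goes against an excess of multi-copy sequence over the chromosome's own content. On the other chromosomes, 3.00% of RELA TNF summits were multi-copy. In the RELA untreated list the shares were 42.8% on chromosome Y and 6.47% elsewhere. Chromosome Y summits were thus more often multi-copy than the rest of their list. The comparison with random positions may be affected by the mapping, since reads of multi-copy sequence can have been left out before peak calling. Few such summits would then be seen whatever the cause. The treatment with TNF does not separate the lists, since both RELA lists hold such peaks. A difference between the cultures or the DNA behind the SOX4, RELA and input libraries was not tested.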

How the results depend on the processing

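The RELA ratio on chromosome Y alone and the overlap without some of the repeat words, on bases that are not soft-masked and with windows of 24 bases were chosen only after the result was seen. All other alternatives were set before the data were examined. No paired analysis was possible because each condition is 1 library made from pooled DNA. Of 167 alternative values for 58 results, 93 stayed within the interval of the reported value, within 1.5 times a reported count or on the same side of a threshold, 73 moved, 1 passed a threshold and 0 reversed. Where values moved, the cause was not tested.

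With a −log10 q of at least 10, the ratio of peak numbers was 3.68 for SOX4 and 6.10 for RELA, and the overlap was 82.9% with TNF and 92.4% untreated. On chromosomes 1 to 19 and X the RELA ratio was 5.15. On chromosome Y alone it was 2.72. With −log10 q in place of fold enrichment, the log2 ratio with TNF was 0.92 for SOX4 and 0.47 for RELA, and that of Group 1 was 0.93 in the SOX4 list and 0.54 in the RELA list. Pileup in place of fold enrichment was not run, since the lists have no such column. With summits at most 10 bp apart, the overlap was 56.7% with TNF and 64.1% untreated. Among single-copy summits it was 86.1% untreated. Peaks were also left out if they held GCTGGGATTA followed by C or A, the second pair of words described below, or GGAATGGAATG. The TNF overlap was then 68.4%, among 503 of the 543 SOX4 peaks. The shorter words GCTGGGA, GAGGCNGAGGC and TTSAGTTC were not removed as such, so the overlap without them was not tested. The TNF overlap was 60.9% for SOX4 summits on bases that are not soft-masked and 73.1% for those in single-copy windows of 24 bases.

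Shares by class are given for SOX4 untreated, SOX4 TNF, RELA untreated and RELA TNF in this order. With the upstream region before the gene body, upstream shares were 55.7%, 57.5%, 51.9% and 60.3%, and intron shares 20.3%, 19.0%, 14.6% and 15.3%. Untranslated regions then held 0.521%, 0.737% and 0.320%, and coding sequence 0.521%, 0.368% and 0.160%, of SOX4 untreated, SOX4 TNF and RELA TNF summits. With 5 kb upstream, upstream shares were 5.21%, 5.52%, 8.02% and 7.31%, and unassigned shares 45.8%, 46.2%, 55.8% and 48.1%. With protein-coding genes only, upstream shares were 20.8%, 19.0%, 17.3% and 19.4%, and unassigned shares 35.4%, 41.8%, 53.7% and 42.0%. Intron shares then were 35.5% for SOX4 TNF, 27.5% for RELA untreated and 35.6% for RELA TNF.

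In windows of 200 bp, the SOX consensus was present in 32.8%, 27.8% and 31.5% of Groups 1, 2 and 3, and in 29.9%, 30.9% and 27.8% of their flanking windows. The intervals of windows and flanks were separate in Group 3 only. In Group 3, the NF-κB consensus was then present in 0.943%, GCTGGGA in 22.3%, TTSAGTTC in 3.25% and GAGGCNGAGGC in 26.8%. On bases that are not soft-masked, Group 1 shares were 15.2% for the SOX consensus, 2.07% for GGAATGGAATG, 4.83% for GCTGGGA, 1.38% for TTSAGTTC and 2.07% for GAGGCNGAGGC, and the Group 2 share of TTSAGTTC was 1.08%. Group 3 shares were 17.0% for the SOX consensus, 0.839% for the NF-κB consensus, 4.40% for GGAATGGAATG, 4.82% for GCTGGGA and 6.92% for GAGGCNGAGGC.

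With 5 kb upstream, 235 genes were assigned to Group 1, and 12 SoxC-dependent genes held a Group 1 summit, with a share of 0.044 of relocations as large, under 0.05, against 0.088 with 50 kb. The genes with RELA only fell to 35 with 5 kb, and the share of relocations as large rose to 0.042, against 0.001 with 50 kb. With the nearest transcription start site, 381 genes were assigned, and 3 and 22 SoxC-dependent genes held a Group 1 summit or RELA only. With windows of 24 bases, 34.9%, 29.5%, 41.9% and 41.3% of summits were multi-copy, in the order of the lists given above. Single libraries limit every comparison between conditions to a description of these libraries.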

Differences from the paper's values

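No test in this part was chosen after its result was seen. The paper's values for Fig. 1D were read by eye. The paper's upstream share was about 61% for SOX4 untreated, about 48% for SOX4 TNF, about 55% for RELA untreated and about 62% for RELA TNF in Fig. 1D, against 29.2%, 30.0%, 32.1% and 32.2% here. Of the alternatives set before the data were examined, taking the upstream region before the gene body brought all 4 within 1.5 times the paper's share, at 55.7%, 57.5%, 51.9% and 60.3%. With 5 kb upstream, protein-coding genes only or peak midpoints, the gap stayed.

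The paper's intron share was about 24% for SOX4 untreated, about 20% for SOX4 TNF and about 23% for RELA TNF in Fig. 1D, against 42.7%, 41.8% and 39.9% here. Taking the upstream region first closed the gap for both SOX4 lists, at 20.3% and 19.0%, but not for RELA TNF, at 15.3%. None of the other alternatives set before the data were examined closed these gaps. Taking the upstream region first also opened gaps. The RELA untreated intron share was then 14.6%, against about 22% in Fig. 1D. The shares in untranslated regions were then 0.521% for SOX4 untreated and 0.320% for RELA TNF, against about 3% and about 2% in Fig. 1D.

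The paper's unassigned share was about 11% for SOX4 untreated, about 20% for RELA untreated and about 13% for RELA TNF in Fig. 1D, against 21.9%, 31.7% and 23.2% here. Its share in untranslated regions was about 6% for SOX4 TNF and about 3% for RELA untreated in Fig. 1D, against 1.84% and 1.07% here. None of the alternatives set before the data were examined closed these gaps.

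The paper gives a 3-fold increase in peak number for both antibodies, and the ratios here were 2.83 for SOX4 and 4.46 for RELA. The paper gives 584 SOX4 peaks with TNF at a place in its discussion, and the deposited list holds 543. Overlapping peak intervals gave 383 shared peaks, the number the paper gives, and 70.5%, against 70.4% in the paper. The paper names Hdac4 among the genes with RELA-SOX4 peaks, and the nearest summit of the 4 lists lay 885964 bp from it. The other 16 genes of the paper's class 1 were found. The paper reports SOX as the leading motif of Group 1 and no enrichment of SOX motifs in Group 3. The SOX consensus was present in 19.2% of Group 1 windows against 16.3% of flanking windows, and the word GGAATGGAATG, which the paper matches to a SOX factor, was present in 6.30% of Group 1 and 2.88% of Group 3 windows, against 0.131% and 0.330% of their flanking windows. The paper describes SOXC binding sites AATCAA and AAACAAT in the Il15 peak, and neither was found on either strand in the 1000 bp around the SOX4 TNF summit. The listed SOX4 TNF peak is 52 bp wide, and the paper places a site beyond that width. The cloned sequence may therefore be another or a longer one, and it was not checked here. The paper describes a loss of RELA binding at Sox4 with TNF, and the RELA TNF list held a peak there with a fold enrichment of 4.99, against 21.8 without TNF. At Sox11, the loss was present in the lists.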

Other observations

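The tests on soft-masked windows with words other than GCTGGGA and in Group 1, on the form of the GCTGGGA word ending in C, on the second pair of words and on peaks wider than 100 bp were chosen only after the result was seen.

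Soft-masked bases lay at 50.0% of SOX4 untreated summits, 56.2% of SOX4 TNF summits, 64.5% of RELA untreated summits and 74.9% of RELA TNF summits, against 34.2%, 33.6%, 51.2% and 44.5% of random positions. Multi-copy windows held 13.5%, 7.37%, 16.8% and 10.8% of the summits, against 11.2%, 11.2%, 34.7% and 25.0% of random positions. With windows of 24 bases they held 34.9%, 29.5%, 41.9% and 41.3% of the summits, against 21.0%, 20.7%, 43.1% and 33.9% of random positions, so that 3 of the 4 lists then exceeded them.

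The words of Figure 1I may be part of an interspersed repeat. Of the 460 RELA TNF windows with GCTGGGA, 93.7% (91.1% to 95.6%) had a soft-masked summit, against 70.6% (68.6% to 72.6%) of the 2042 windows without it. For GAGGCNGAGGC the shares were 93.1% (lower bound 90.6%) and 69.9% (upper bound 71.9%). The shares of these words in soft-masked peaks therefore cannot be told apart from the content of the repeat. For GGAATGGAATG, 60 of 85 windows with the word (70.6%, 60.2% to 79.2%) and 1813 of 2417 without it had a soft-masked summit, so the share was no higher with the word in this list. For TTSAGTTC the shares were 77.3% (65.8% to 85.7%) and 74.8%, which leaves it open. Off soft-masked bases, GAGGCNGAGGC also stayed above its flanking windows in Group 3. Only the summit base had to be unmasked, and the window around it can still hold soft-masked sequence. Whether the repeat accounts for all windows with GAGGCNGAGGC therefore stays open. The binding of RELA to the words was not tested.

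In Group 1 alone, the share of windows with a soft-masked summit may point to repeats for most words. It was 87.5% (69.0% to 95.7%) with GGAATGGAATG and 60.2% (55.1% to 65.2%) without it, which differs from the result in the whole RELA TNF list. It was 90.5% (71.1% to 97.3%) with TTSAGTTC and 60.3% without it, and 88.9% (71.9% to 96.1%) with GAGGCNGAGGC and 59.9% without it. For GCTGGGA it was 78.8% (62.2% to 89.3%) and 60.3% (55.1% to 65.3%), with overlapping intervals, which leaves the explanation open there. The Group 1 windows with GGAATGGAATG or TTSAGTTC cannot be told apart from the content of repeats.

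Reads from another organism were weighed as a candidate source of these peaks. The word GCTGGGATTA is followed by C or by A in copies of this repeat. In the mouse genome the form ending in C makes up 9.47% of both forms, and in the RELA TNF windows it made up 66.5% (60.7% to 71.9%), which is 181 windows against 91. Placement of reads only where their 50 bases occur once was tested as an alternative. Among single-copy occurrences in the genome, estimated from 2000 occurrences of each form, the form ending in C made up 14.2%, under the share in the windows, so this placement does not account for it. A second pair of words from the same repeat gave 7 windows against 27 in the RELA TNF list, so that the rarer word made up 20.6% (10.3% to 36.8%), against 0.371% in the genome. The share was higher than in the genome, whose value lies outside the interval, so the proportion in the genome as a whole does not account for it. The rarer word did not outnumber the other, and placement at single-copy sites was not tested for this pair, so the source stays open. Only reads could settle the source, and they were not analysed here. A strain difference from the reference and preferential binding to one form of the repeat were not tested, and the pattern cannot be told apart from these.

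Of the 3798 peaks in the 4 lists, 84.8% were at most 70 bp wide, although the paper gives fragments of 100 to 500 bp. A possible explanation is that the peak caller reports peaks about 1 read wide. It did not do so for every peak, since 166 peaks (4.37%) were wider than 100 bp. These wide peaks cannot decide the explanation for the narrow ones. Sequence beside the peaks on which reads cannot be placed was also tested. The windows 100 bp away on both sides occurred once for 78.1% (76.3% to 79.8%) of the narrow RELA TNF peaks and for 71.1% of random positions, so it does not account for the widths. The cause of the narrow peaks stays open, and no biological explanation was tested.

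With exons and introns taken before the upstream region, the summits were distributed over upstream regions and introns much as random positions were. The random shares were within the Wilson intervals for the upstream class in all 4 lists and for introns in all but the RELA TNF list, where 39.9% (38.0% to 41.8%) of summits and 37.7% of random positions were intronic. With the upstream region taken first, the RELA TNF list differed more, with 60.3% (58.4% to 62.2%) of summits and 55.6% of random positions upstream, and 15.3% (13.9% to 16.7%) and 17.8% in introns. With exons and introns first, random shares of other classes left the intervals in the RELA lists only. Coding sequence held 0 RELA untreated summits (upper bound 0.680%) and 0.560% of RELA TNF summits (upper bound 0.937%), against 1.14% at random. Unassigned summits were 31.7% against 27.8% at random for RELA untreated, and 23.2% against 25.5% for RELA TNF. RELA TNF summits exceeded random in other exons (2.52% against 1.84%) and untranslated regions (1.64% against 1.20%).

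Rn7s1 and Rn7s2, which the paper lists in class 1, are 7SL RNA genes with summits in all 4 lists. The Rn7s1 window occurs 2 times in the reference, and its fold enrichment was 21.7 in the SOX4 untreated list, 20.9 in the SOX4 TNF list, 18.8 in the RELA untreated list and 38.4 in the RELA TNF list. Gm26735, also in class 1, is a lincRNA gene that overlaps the 3′ UTR of Sox4, so its peaks are the Sox4 peaks. Trir and Junb share 1 Group 1 peak. Among the 5 peaks with the highest −log10 q in the SOX4 TNF list, 4 were also among the 5 highest in the SOX4 untreated list. They lie at Asb3 and Gpr75, at Acacb, at Add1 and on chromosome 2 with the summit at 86063973 in the SOX4 TNF list.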
